A study of Mus musculus with 12 samples. Its data were reported in "Transcriptional Convergence of Oligodendrocyte Lineage Progenitors during Development" (2018).

How the data were processed

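Total RNA-seq was carried out by the authors on cells sorted by fluorescence from Pdgfra-H2BGFP mice. In this knock-in line a nuclear green fluorescent protein (GFP) is made under the control of Pdgfra, a receptor gene widely used to mark oligodendrocyte precursor cells. The 12 samples form 4 groups of 3, namely brain and spinal cord at embryonic day 13.5 (E13.5) and at postnatal day 7 (P7). Groups and replicate numbers were taken from the sample titles. Per the study's methods, the brain tissue was forebrain, each sample was a pool of cells from several animals, embryonic tissue was dissociated mechanically and postnatal tissue with papain. Age and dissociation method therefore cannot be told apart in any comparison of P7 with E13.5.

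Per the methods of the study, stranded total RNA libraries were sequenced as read pairs, aligned with STAR to the mm10 mouse genome and counted per gene of GENCODE M8 with featureCounts. Reads mapping to several places were shared out fractionally among them and the sums rounded to whole numbers. Whether counting used the strand is not stated, so a gene with an antisense or overlapping neighbour may hold some of its reads. The authors deposited CPM values, in which each gene's count was divided by a library size that had been rescaled by a normalization factor, without a log. Of the 12 columns, 9 have a sum within the limit that plain CPM allows and 3 have a larger sum, because the rescaled library size differs from the number of reads. The table lists 47072 genes by Ensembl identifier, with 3 identifiers appearing more than once. No sample column was left out (0 columns of values not used).

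Every value in all 12 columns was a whole multiple of what 1 read is worth in that column (100.0% of values), so the counts behind the table could be recovered. Recovered reads ranged from 12566345 to 38790312 per library. The smallest value that 3 reads can show ranged from 0.079 to 0.506 CPM, the highest being for E13.5 spinal cord replicate 3. Intervals and floors cover counting error only, since reads copied by PCR are not independent molecules. Gene symbols, positions and gene types came from GENCODE M21 on the same mouse genome build. A symbol was found for 46488 of 47069 distinct identifiers, and 46574 had coordinates.

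The main test followed the study's design as far as the unit allowed. The study used limma with voom. The design, fixed before the data were examined, took the unit to be CPM, so limma was run with an intensity trend on log2(CPM + 0.5) in place of voom. The reads proved recoverable, and voom was then run on them as one of the alternatives. Genes with at least 0.7 CPM in at least 3 libraries were kept, which left 18319 genes. A model with 1 mean per group was fitted to all 12 libraries and 7 contrasts were drawn from it. These were P7 minus E13.5 averaged over the regions, in brain and in spinal cord, brain minus spinal cord averaged over the ages, at E13.5 and at P7, and the region difference at P7 minus that at E13.5. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its change was more than 2-fold. Fold changes are on the log2(CPM + 0.5) scale, which understates the change of genes with low values. Principal components were computed from the 500 most variable tested genes. Regional distance is the root mean square over tested genes of the difference in group means, with the replicate variance subtracted.

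Gene sets were written down from families and markers the study speaks of. They were tested with limma's camera at an inter-gene correlation of 0.01 for sets with at least 5 tested genes. A set score, the mean of log2(CPM + 0.5) over the tested genes of a set, was compared by an exact two-sided permutation test over 400 splits of region within age or of age within region. A list of 16 genes was fixed in the same way. Other genes named in the text are the 3 with the largest change in each direction of each contrast among called genes. They also had a mean of at least 1 CPM in the higher group, complete separation of the samples compared and a symbol that is not a clone or predicted-gene name. Some genes that the list or this rule covers are not reported here. The groups, the designs, the gene list, the sets, the rule for naming genes and most of the alternatives were chosen before the data were examined. The alternatives added afterwards were averaging P7 replicates 1 and 2, dropping histone and short noncoding RNA genes, TMM rescaling, and regressing out GC content and gene length with and without the replicate block.

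The replicate numbers in the titles are shared by the 4 groups. Brain and spinal cord with the same number may come from the same pool of animals, which the titles do not state, so each test was also fitted with the replicate number as a block. The scripts were tested on simulated counts with 200 genes changed 4-fold among 18319. All 200 were recovered by limma on log2 CPM, by edgeR's quasi-likelihood test, by limma-voom and by DESeq2. False calls numbered 0, 4, 5 and 4 in that order. The other settings tried were other pseudocounts, filters, scalings, variance models, fold requirements and sample weights, and leaving out each library in turn. edgeR, voom and DESeq2 were run on the recovered reads.

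Computations used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Named genes were compared with other transcripts by blastn 2.17.0. Gene ontology categories and a catalogue of transcription factors were not used here, and the single-cell data of the study were not analysed here.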

Results

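Expression was measured by total RNA-seq in Pdgfra/GFP+ cells sorted from brain and spinal cord at E13.5 and P7, with 3 libraries in each of the 4 groups. Recovered reads numbered 18063819, 19903022 and 17010439 in E13.5 brain and 14803711, 18757570 and 12566345 in E13.5 spinal cord. They numbered 27704604, 25276708 and 31593590 in P7 brain and 38790312, 33399796 and 32177052 in P7 spinal cord. All P7 libraries were therefore deeper than all E13.5 libraries. After every library was thinned to the smallest scaled library size, 5.93 M for E13.5 spinal cord replicate 3, 95.6% of the calls for age over both regions, 92.7% of those in brain and 94.7% of those in spinal cord were kept in the same direction. Between 21673 and 25887 genes had reads in a library.

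E13.5 spinal cord replicate 3 differed from the other libraries in composition. Protein-coding genes held 41.0% of its reads (95% Wilson interval 40.94% to 41.00%), against 82.4% to 91.2% in the other 11 libraries. The noncoding gene Gm42418 (ENSMUSG00000098178, chromosome 17, 39846958 to 39848788) alone held 31.1% (95% Wilson interval 31.09% to 31.15%). Its scaling factor, the library size used divided by the recovered reads, was 0.472. For the other libraries the factor lay between 0.955 and 1.20.

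**Figure D1:**
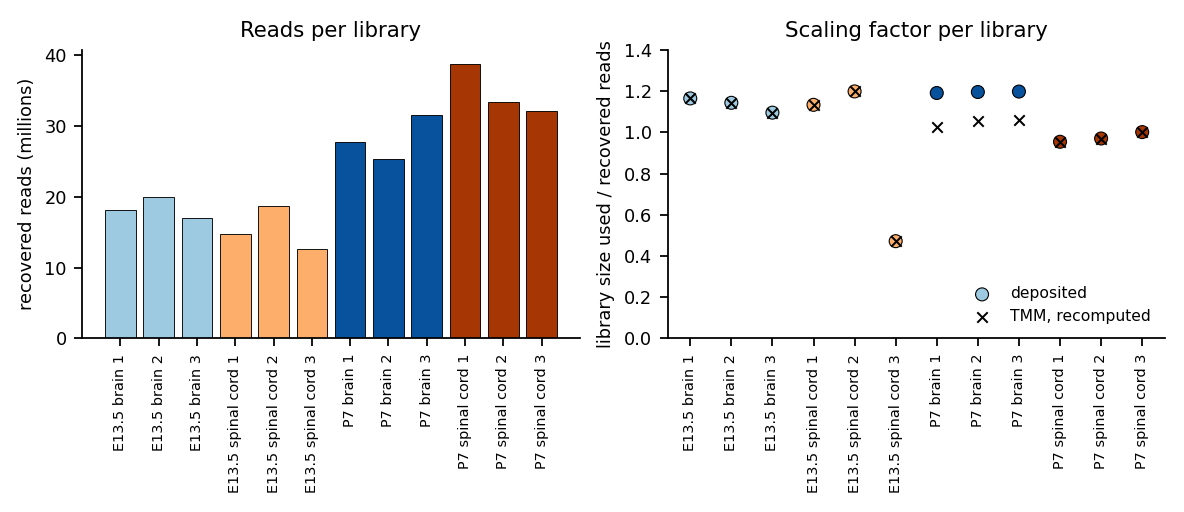
Left, recovered reads (axis in units of M reads) for each of the 12 libraries as bars. Right, the deposited scaling factor of each library (circles) and the TMM factor recomputed from the recovered reads (crosses), which coincide in 9 libraries and differ in the 3 P7 brain libraries, where the deposited factor is 13.1% to 16.3% higher.

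The deposited scaling was compared with TMM factors recomputed from the recovered reads. The factors were equal within 0.1% in 9 libraries. In P7 brain replicates 1, 2 and 3 the deposited factor was 16.3%, 13.1% and 13.1% higher, which lowers the log2 values of those libraries by 0.22, 0.18 and 0.18. The median change over all tested genes was therefore -0.19 for brain minus spinal cord at P7 with the deposited scaling and -0.02 after TMM rescaling. For P7 minus E13.5 in brain it was -0.19 and -0.02, and for the change of the region difference with age -0.24 and -0.07. For P7 minus E13.5 in spinal cord it was 0.12 with either scaling and 0.00 after median-ratio rescaling. Changes near these sizes were not read as differences of a gene from the rest.

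Replicates were compared before they were averaged. The measure was the SD of the log2 ratios of 2 replicates divided by the square root of 2, which is an SD per library. In P7 brain it was 0.042 for replicates 1 and 2 over 3358 deeply covered genes, against 0.151 and 0.154 for each of them with replicate 3. In P7 spinal cord the SD per library was 0.047 for replicates 1 and 2 against 0.156 and 0.149. Between replicates 1 and 2 of P7 brain, 9.92% of genes had a chi-square p under 0.05, and the median chi-square ratio was 1.36 in brain and 1.59 in spinal cord, where read sampling alone gives 1. The counts were not within sampling noise, so replicates 1 and 2 were not treated as 1 library given under both numbers. Libraries from a shared cell pool would also exceed that noise, and whether these are independent is not known. All 3 were kept as the titles number them. With replicates 1 and 2 averaged into 1 replicate, 1034 genes in place of 1213 were called for region at P7, and 83.8% of the 1213 were kept.

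Principal-component analysis asked whether the populations were more distinct in time or in space. The first component held 77.2% of the variance and separated all E13.5 from all P7 libraries. The second held 15.7% and separated all brain from all spinal cord libraries. The largest move among the alternatives came from a pseudocount of 0.1, which gave 69.6% and 22.6%. The regional distance was 0.64 at E13.5 and 0.59 at P7. The difference between the ages was smaller than the jackknife spread of 0.082 at E13.5 with the deposited scaling and with TMM rescaling (0.64 and 0.565). It was just above that spread with median-ratio rescaling (0.642 and 0.559) and larger with quantile normalization (0.65 and 0.54). That spread is of the E13.5 distance alone, over the fits that each left out 1 of the 12 libraries. The spread of the difference between the ages was not computed, so these comparisons do not decide whether the regional distance fell. The distance between ages was 1.14 in brain and 1.38 in spinal cord.

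**Figure D2:**
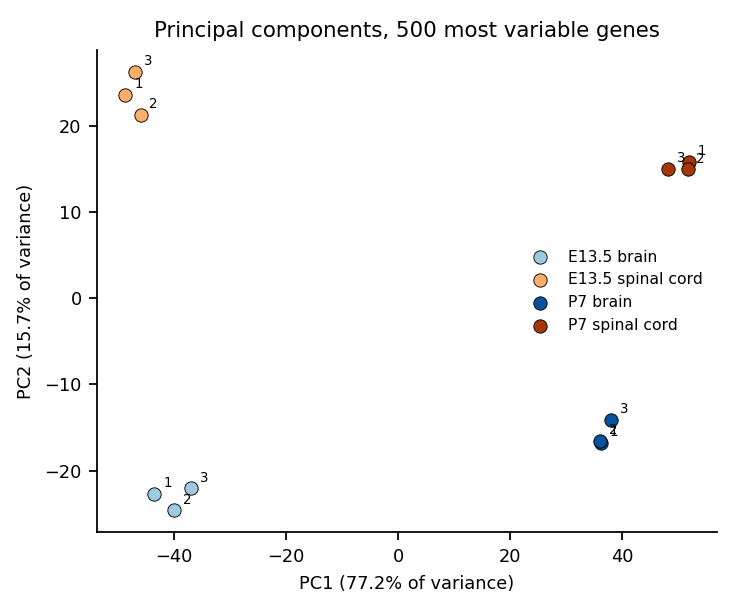
The 12 libraries on the first 2 principal components of log2(CPM + 0.5) for the 500 most variable genes, numbered by replicate. E13.5 and P7 libraries lie at opposite ends of the first axis (77.2% of the variance) and brain and spinal cord at opposite ends of the second (15.7%).

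The comparison of P7 with E13.5 asked which genes differ between the ages in the sorted cells. From its single-cell data the study describes different cell populations at E13.5 and at P7. A difference between the ages may therefore come from the mix of sorted cells as well as from change within a cell type. Of 18319 genes tested, 5378 were called over both regions, 2318 higher and 3060 lower at P7. The requirement that moved this count most was the fold change, without which 13359 genes passed. In brain 5068 genes were called, 2011 higher and 3057 lower, and in spinal cord 6436, 3103 higher and 3333 lower. Brain and spinal cord shared 3737 calls in the same direction, which is 73.7% of the brain calls and 58.1% of the spinal cord calls, and 58 calls had opposite directions. After TMM rescaling 49.1% of the brain calls were higher at P7, against 39.7% with the deposited scaling.

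Pdgfra itself (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) had 688 ± 139 CPM in E13.5 brain, 444.5 ± 97.9 in E13.5 spinal cord, 3127 ± 424 in P7 brain and 2089 ± 66.3 in P7 spinal cord (SD, n = 3). It was higher at P7 by 2.23 ± 0.15 (log2, SE), with a limma Benjamini-Hochberg adjusted p of 3.44e-08. Its region difference of 0.60 was under the fold threshold. Of the 16 genes of the fixed list, 15 were called for age over both regions, with the same number when the adjustment was made over the list alone.

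Myelination genes were higher at P7. Mag (ENSMUSG00000036634, chromosome 7, 30899176 to 30914873) was at 1.95 ± 2.82 CPM in E13.5 brain and 0.66 ± 0.07 in E13.5 spinal cord, and at 147 ± 99.4 in P7 brain and 2144 ± 484 in P7 spinal cord (SD, n = 3). Its change over both regions was 8.61 ± 0.46 (log2, SE), with a limma Benjamini-Hochberg adjusted p of 3.29e-09. Mbp changed by 7.09, Mog by 6.40, Mal by 5.97 and Opalin by 2.35 over both regions. Of these 5 genes, Opalin was not called within brain (0.37, against 4.34 in spinal cord), where it had 0.18 CPM at P7, although edgeR on the recovered reads called it. A 77-base stretch of Mbp is shared with 46 other genes, so some of its reads are uncertain. Transcription factors of the lineage were also higher at P7. Sox10 rose by 4.22, Sox8 by 5.05, Nkx2-2 by 4.46 and Sox2 by 1.66, and Sox2 was not called within brain (0.79, against 2.52 in spinal cord). Sox9 did not differ (0.16, limma Benjamini-Hochberg adjusted p 0.399). Sox8 overlaps the antisense gene 2810468N07Rik, which averaged 43.8 CPM, and Nkx2-2 overlaps Nkx2-2os at 2.08 CPM, so both are uncertain to that extent.

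By the naming rule, the largest rises over both regions included that of Gpr37l1 (ENSMUSG00000026424, chromosome 1, 135160234 to 135167681), by 9.13 ± 0.16 (log2, SE), and that of Mag. The largest falls were those of Igf2bp1 by -6.48, Hbb-y by -6.25 and Igfbpl1 by -6.14. Igf2bp1 (ENSMUSG00000013415, chromosome 11, 95957163 to 96005940) went from 140 ± 11.3 CPM in E13.5 brain to 1.02 ± 0.05 in P7 brain (SD, n = 3). Hbb-y was listed at 0 in all P7 libraries. Within brain the largest changes were those of Gpr37l1 (8.82), Enpp6 (7.79) and Neu4 (7.57) and of Igf2bp1 (-6.54), Eomes (-6.10) and Hbb-y (-6.04). Within spinal cord they included those of Mobp (11.27) and Mag (10.83), and of Robo3 (-7.51), Igfbpl1 (-6.75) and Hbb-y (-6.46). Col1a1 changed by -2.23 log2 units, going from 598.5 ± 100.1 to 167 ± 35.2 CPM in brain and from 1348 ± 137 to 231 ± 90.3 in spinal cord (SD, n = 3).

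**Figure D3:**
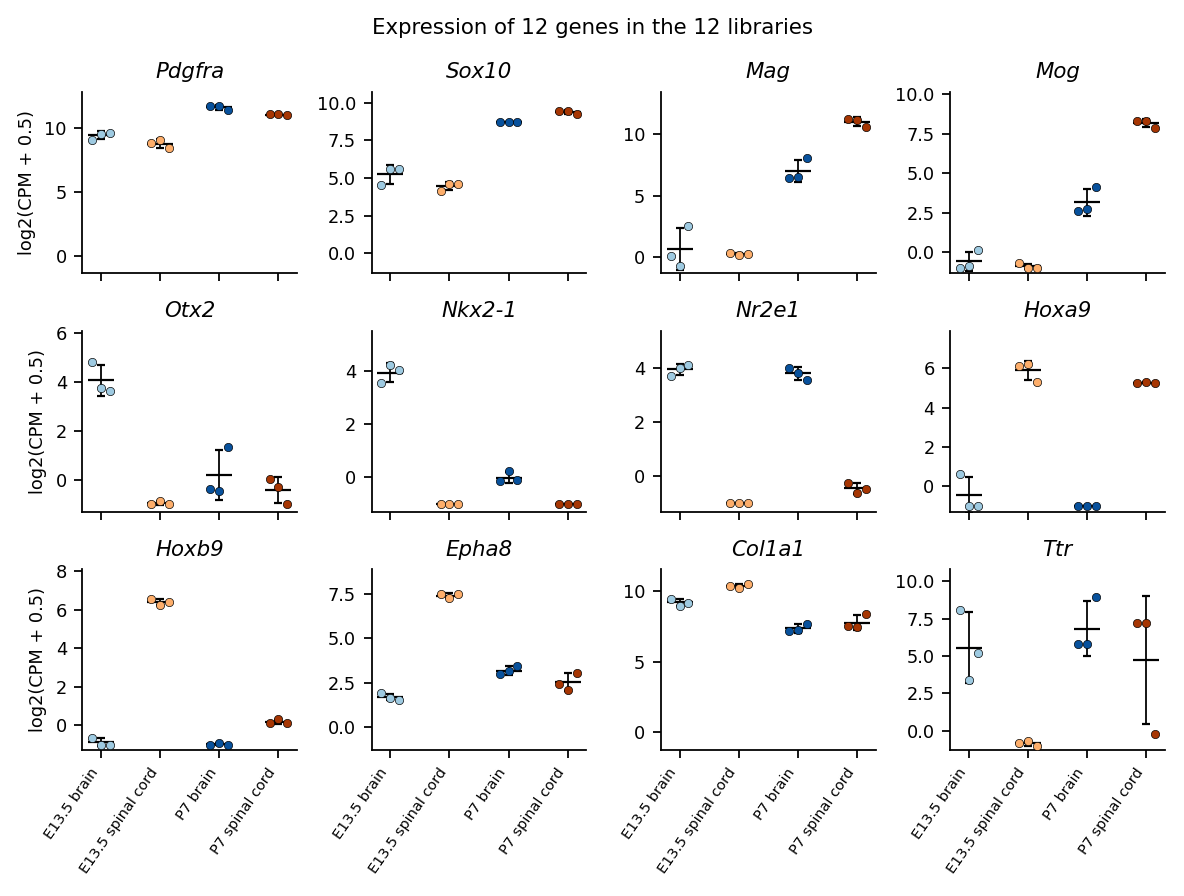
Expression of 12 genes as log2(CPM + 0.5) in each library (points), with the mean and SD of the 3 replicates of each group (bars). Mag and Mog are higher in P7 spinal cord than in P7 brain, Hoxb9 and Epha8 are highest in E13.5 spinal cord, and Ttr varies widely between replicates of every group but E13.5 spinal cord.

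The comparison of brain with spinal cord asked how the populations differ in space. Over both ages 770 genes were called, 230 higher and 540 lower in brain. At E13.5 1595 genes were called, 647 higher and 948 lower in brain, and at P7 1213, 416 higher and 797 lower. The share of P7 calls that were higher in brain, 34.3%, was 46.6% after TMM rescaling and 49.9% after median-ratio rescaling. The calls at the ages overlapped little. They shared 226 genes in the same direction, 14.2% of the E13.5 calls and 18.6% of the P7 calls, and 101 genes had opposite directions.

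By the naming rule, the largest differences in the direction of spinal cord were those of Hox genes. Hoxa9 (ENSMUSG00000038227, chromosome 6, 52223100 to 52231089) had 61.3 ± 18.9 CPM in E13.5 spinal cord and 38.2 ± 0.37 in P7 spinal cord, and 0.35 ± 0.60 in E13.5 brain (SD, n = 3). It was listed at 0 in P7 brain. Its difference over both ages was -6.31 ± 0.26 (log2, SE), with a limma Benjamini-Hochberg adjusted p of 5.67e-09. Hoxa10 (-5.85) and Hoxa7 (-5.60) followed. The largest differences in the direction of brain included those of Dlx6os1 (5.08) and Nr2e1 (4.61 ± 0.12). Nr2e1 (ENSMUSG00000019803, chromosome 10, 42561963 to 42583632) had 15.2 ± 2.24 CPM in E13.5 brain and 13.65 ± 2.19 in P7 brain, against 0.24 ± 0.10 in P7 spinal cord (SD, n = 3), and was listed at 0 in E13.5 spinal cord. At E13.5 the largest differences were those of Dlx6os1 (8.01), Ttr (6.39) and Dlx1 (6.26) and of Hoxb9 (-7.30), Hoxa9 (-6.35) and Hoxb6 (-6.20). Dlx1 overlaps the antisense gene Dlx1as, which averaged 6.55 CPM, and is uncertain to that extent. Ttr had an SE of 1.72, and lost its call when E13.5 brain replicate 1 was left out. At P7 they included those of Col19a1 (4.44) and Lhx2 (4.39), and of Hoxd8 (-7.00), Mal (-6.33) and Hoxa9 (-6.27).

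Of the fixed list, 11 genes were called over both ages, 6 at E13.5 and 8 at P7. The difference of Mag between P7 brain and P7 spinal cord was -4.03 log2 units, and the differences of Mbp (-2.93), Mog (-5.02) and Opalin (-3.94) had the same direction. Sox9 was higher in brain at both ages, by 1.59 and 1.42. Sox2 was higher in brain at E13.5 by 2.02, and its difference at P7 of 0.29 was not called. Otx2 (5.02) and Nkx2-1 (4.93) were higher in brain at E13.5. In P7 brain they had 0.85 ± 1.04 and 0.49 ± 0.15 CPM (SD, n = 3). Nkx2-1 was listed at 0 in all spinal cord libraries.

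A test of the difference itself asked which region differences change with age. The region difference at P7 minus that at E13.5 passed the threshold for 2990 genes, 1220 with a rise and 1770 with a fall. Of these, 1798 (60.1%) had the larger absolute region difference at E13.5 and 1192 (39.9%) at P7. This split was made with the deposited scaling alone. Replicate SDs in brain and spinal cord were also larger at E13.5 (0.26 and 0.40) than at P7 (0.18 and 0.18). The split by itself therefore does not show that the regions converge. Of the 1268 genes called for region at E13.5 only, 978 passed this test, and of the 886 called at P7 only, 703 passed it. The largest rises were those of Epha8 (6.38 ± 0.31, log2, SE), Hoxb9 (6.14 ± 0.22) and Skor1 (5.05 ± 0.39). Hoxb9 was not called by edgeR on the recovered reads (Benjamini-Hochberg adjusted p 0.128), and Mobp not by limma-voom (Benjamini-Hochberg adjusted p 0.0822). Brain means of Hoxb9 were 0.05 CPM at E13.5 and 0.01 at P7, so the size of its change depends on the pseudocount. The largest falls were those of Mobp (-6.85 ± 0.98), Ermn (-6.52 ± 0.40) and Mal (-6.14 ± 0.69). Epha8 (ENSMUSG00000028661, chromosome 4, 136929419 to 136956816) had 171 ± 16.2 CPM in E13.5 spinal cord and 2.78 ± 0.45 in E13.5 brain, against 5.52 ± 2.13 and 8.74 ± 1.54 at P7 (SD, n = 3). Ermn overlaps Galnt5 on the opposite strand, which averaged 0.98 CPM.

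**Figure D4:**
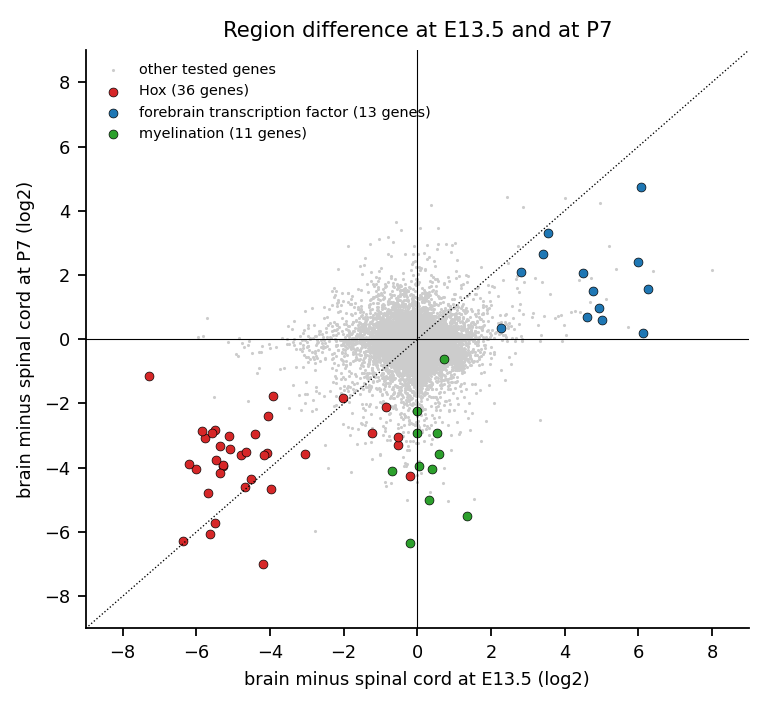
Brain minus spinal cord difference (log2) of each tested gene at E13.5 (horizontal) and at P7 (vertical), with 36 Hox genes, 13 forebrain transcription factors and 11 myelination genes coloured and a dotted line of equality. Hox genes lie below 0 on the vertical axis, forebrain transcription factors lie above 0 on both axes, and myelination genes lie on both sides of 0 at E13.5 and below 0 at P7.

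Because brain and spinal cord samples share replicate numbers, the counts were recomputed with the replicate number as a block. Deviations from the group mean correlated at 0.27 between E13.5 brain and spinal cord libraries of the same number, against -0.13 for other numbers. At P7 the pairing check gave 0.03 against -0.01, and between ages -0.12 against 0.06. With the block the counts were 5380 for age over both regions, 5074 in brain and 6438 in spinal cord, 770 for region over both ages, 1595 at E13.5 and 1212 at P7, and 2994 for the change of the region difference. With a block for the number within each age they were 771, 1633, 1222 and 3108 for region over both ages, region at E13.5, region at P7 and the change. The fixed list had 76 calls over the 7 contrasts with the block and 76 without it, and 96 gene set tests passed with it against 94 without.

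Gene sets summarised the families named in the study. Of 161 camera tests on 23 sets, 94 had an adjusted p under 0.05 (limma camera, Benjamini-Hochberg), and 70 at an inter-gene correlation of 0.05. Counting the real grouping, 11 of 32 splits of the samples gave as many camera sets for age and 18 of 32 for region. Set differences are given here from the exact permutation test of set scores. Its smallest possible p was 0.005, and 50 tests were adjusted together by Benjamini-Hochberg. With that p, and 0.0139 after adjustment, myelination (5.45), lineage transcription factors (4.01), GABA receptors (1.72), potassium channels (0.81) and glutamate receptors (0.73) were higher at P7 on the log2 scale. Neuronal lineage genes (-2.38), Lhx genes (-2.31), vascular and leptomeningeal genes (-2.24), collagens (-1.22) and Hox genes (-0.64) were lower with the same exact permutation p. The fall of the Hox set was uneven. In spinal cord 20 Hox genes were called lower and 6 higher at P7, and in brain 0 were called in either direction. Potassium channels rose by 0.91 in brain and 0.71 in spinal cord (limma camera, Benjamini-Hochberg adjusted p 4.01e-07 and 0.125). Glutamate receptors rose by 1.14 in brain and 0.31 in spinal cord (limma camera, Benjamini-Hochberg adjusted p 7.48e-06 and 0.36). In spinal cord limma camera thus passed for neither set. Sodium channels did not differ when averaged over the regions (0.05, exact permutation p 0.63). The set score rose in brain by 0.47, from between 2.96 and 3.03 to between 3.43 and 3.53, with a limma camera Benjamini-Hochberg adjusted p of 0.0228, and 0.0545 after TMM rescaling. In spinal cord the score changed by -0.37, from between 3.44 and 3.56 to between 3.08 and 3.15, but 6 genes rose and 6 fell there and limma camera did not pass (Benjamini-Hochberg adjusted p 0.586). The change of its region difference with age was 0.84 (limma camera, Benjamini-Hochberg adjusted p 5.62e-05). By region, Hox genes were lower in brain (-4.03), and forebrain transcription factors (3.21) and precursor genes (0.95) higher, each with the smallest exact permutation p of 0.005. Lhx genes were divided, with 4 of 8 called higher and 4 lower in brain over both ages (mean 0.68, median 0.15). The score had the same exact permutation p of 0.005, and limma camera gave a Benjamini-Hochberg adjusted p of 0.304. Myelination genes averaged over the ages differed by -1.73 with an exact permutation p of 0.07, and collagens by -0.60 with a p of 0.025 and 0.0543 after adjustment.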

Values the study reported

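The study reported 38 M to 66 M reads for each replicate of the bulk experiment, and 620.5 M over all of its bulk libraries. Each library was made from cells pooled over 4 to 32 animals.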

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

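The contrasts, the camera tests and most of the alternatives cited in this part were chosen before the data were examined. Those alternatives are median-ratio and quantile scaling, edgeR, limma-voom, limma's treat, the pseudocount, the filter and leaving out a library. The other tests in this part were chosen after the results were seen. Exceptions are the thinning of reads to equal depth and the arrangements of single set scores, whose limits were set before they were computed.

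The region difference changed with age for 2990 genes, by a test of the difference itself. Only the real arrangement gave as many among 31 arrangements that part all same-numbered pairs (1 of 31), and the largest other count was 411. Other arrangements differ by exchanging brain and spinal cord in some numbered pairs. For the averaged contrasts, 1 of 32 splits gave as many genes for age (5378, largest other count 3241) and 1 of 32 for region (770, largest other count 618). For each contrast of 3 libraries against 3, 1 of 4 splits gave as many, a design that cannot reach a share under 0.05.

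Technical explanations were weighed for the 2990 genes. After TMM rescaling 82.3% were still called in the same direction, so the scaling of the P7 brain libraries explains some calls and not most. Without E13.5 spinal cord replicate 3 the count rose to 3817. With P7 replicates 1 and 2 averaged it was 2612. GC content and length were nearly uncorrelated with the change across genes (rho 0.003 and 0.09). After both were regressed out 73.0% were kept, close to the 73.1% after median-ratio rescaling, so this loss may come from recentring and does not point to GC content. After every library was thinned to the smallest scaled library size 82.1% were kept. Of the 6 genes named for this comparison, 1 had a copy or an expressed overlap. A change of the regional difference between the ages may be biological for most of these genes, as a hypothesis, although age is joined with the dissociation method and the mix of sorted cells was not tested for them.

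More genes were lower than higher in brain at P7, with 34.3% of calls higher. This share was 46.6% after TMM rescaling, so the imbalance depends on the scaling. TMM rescaling also moved the median change from -0.19 to -0.02. A centred median by itself brings the share nearer to even, so the test cannot show that the deposited scaling was the source.

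Among genes the difference was tested in, the change was 6.38 for Epha8, 6.14 for Hoxb9 and 5.05 for Skor1. Epha8 and Skor1 were called higher in spinal cord at E13.5 and not at P7. Hoxb9 was called higher in spinal cord at both ages, with a smaller difference at P7 (-1.16), and its change was not called by edgeR on the recovered reads (Benjamini-Hochberg adjusted p 0.128). Its brain means were 0.05 CPM at E13.5 and 0.01 at P7, so the size of its region difference depends on the pseudocount. In spinal cord alone Hoxb9 fell from 85.3 to 0.64 CPM. Mobp (-6.85), Ermn (-6.52), Mal (-6.14), Mog (-5.33), Mag (-4.44), Opalin (-3.98) and Mbp (-3.45) gained a spinal cord excess, although the change was not called by edgeR for Opalin or by limma-voom for Mobp and Mag. The myelination set changed by -4.02. Pools that differ in their mix of sorted cells could cause such a difference, since GFP outlasts Pdgfra expression. The largest range of the set score within a P7 group was 28.6% of the region difference (1.07 against -3.74), so replicate pools varied less than the regions. P7 brain replicate 3 had the highest score of its group, and replicates 1 and 2 may share a pool, so this range rests on few pools. This test does not bear on a mix that differs between the regions in every pool. The study describes such a difference from its single-cell data, with more differentiating cells sorted from P7 spinal cord than from P7 brain. Those data were not analysed here, and this explanation remains.

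Otx2 (-4.41) and Nkx2-1 (-3.95) were called higher in brain at E13.5 and not at P7 on the log2(CPM + 0.5) scale, and the forebrain transcription factor set changed by -2.86. For Nkx2-1 the change was -4.73 in edgeR's quasi-likelihood test on the recovered reads (Benjamini-Hochberg adjusted p 1.0). All spinal cord libraries are at 0 and a fold has no lower end, so the pseudocount acting on near-zero spinal cord values cannot be told apart from a change. In brain alone Nkx2-1 fell with age.

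Sox2 (-1.73) and Sox10 (-1.45) changed too. Sox10 did not pass when tested against a 2-fold change with limma's treat.

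The Hox set (0.72), the collagen set (0.90), the sodium channel set (0.84) and the cell division set (-1.66) changed in their region difference by limma camera. The signs were the same under TMM, median-ratio and quantile scaling, where the cell division set changed by -1.47, -1.33 and -1.35. Counting the real one, as many sets passed in 9 of 31 arrangements for the change with age. For age it was 11 of 32 splits and for region 18 of 32. The real arrangement gave 16, 14 and 10 sets in that order, against medians of 11.5, 12 and 10 in the others. Counts as large were thus not rare, and a camera call alone is weak support for a set. Each set score was therefore tested in the same 31 arrangements. For each of these 4 sets only the real arrangement gave a t of the change as large (1 of 31), as it did for the myelination and forebrain transcription factor sets (1 of 31 each). This is the smallest share that 31 arrangements allow, and it was not adjusted over the 23 sets. It was also reached by the glutamate receptor, vascular and leptomeningeal, lineage transcription factor and immediate early gene sets. The cell division score ran from 6.66 to 6.73 in E13.5 brain and from 5.46 to 5.63 in E13.5 spinal cord, and from 5.33 to 5.66 and from 6.04 to 6.09 at P7. The Hox score ran from -0.94 to -0.45 and from 3.69 to 3.75 at E13.5, and was at -0.96 and from 2.69 to 2.73 at P7. P7 brain thus lies near the floor that the pseudocount sets, and the size of the Hox change depends on the settings for low values, being 0.20 with a pseudocount of 0.1 and 1.35 with a filter at a mean of 5 CPM. For the other sets the source was not tested further.

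The microglia set changed by 2.09, with a higher score in brain at P7. The largest range within a P7 group was 66.7% of the region difference (1.04 against 1.57). A t of the change as large came from 2 of the 31 arrangements, the real one included, so the change did not stand apart from the others. Microglia carried into some pools cannot be told apart from a regional difference.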

How the results depend on the processing

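The tests with TMM rescaling, averaging P7 replicates, dropping histone and short noncoding RNA genes, and correcting for GC content and length were chosen after the results were seen.

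For 105 results of named genes and sets, 3156 comparisons with an alternative were made. In 3124 the direction and the side of the threshold stayed, in 25 the direction stayed and the call was lost, in 6 a call was gained, and in 1 the direction reversed. The 25 concern Ttr, Hoxb9, Mobp, Mag, Opalin, Sox9, Sox2, Sox10, Nkx2-1, Col1a1 and the Hox, potassium channel, glutamate receptor and sodium channel sets. The 6 concern Opalin and Sox2 within brain and the region difference of Pdgfra. The 1 is the age difference of the sodium channel set over both regions, which did not pass and was -0.11 with a pseudocount of 0.1. The cause was not tested, except for Nkx2-1 above. DESeq2 gave no adjusted p for Mag, so its results have no comparison there. The table held Ensembl rows alone, so the alternative with other rows was not run.

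A filter at a mean of 5 CPM gave 3444 genes for age over both regions, 3246 in brain and 4191 in spinal cord, 456, 937 and 799 for region over both ages, at E13.5 and at P7, and 1951 for the change. It tested 12663 genes. Without a fold requirement the counts in that order were 13359, 11227, 12822, 4664, 5979, 5491 and 7290. With limma's treat against a 2-fold change they were 3554, 2609, 3923, 250, 440, 368 and 637. The cause was not tested beyond the stated thresholds.

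edgeR's quasi-likelihood test on the recovered reads called 6545, 5989, 7389, 1037, 2081, 1562 and 2951 genes, and 72.6% of the 2990 changing genes were among its calls. limma-voom, the method of the study, called 6552, 6008, 7458, 1075, 2061, 1619 and 3168 on those reads. Of its calls 55.3% were higher in brain at P7 and 61.1% rose in region difference. With P7 replicates 1 and 2 averaged, 1034 genes were called for region at P7. Leaving out each library in turn gave 5323 to 5536 genes for age, 4952 to 5113 in brain, 6305 to 7045 in spinal cord, 745 to 821 for region, 1541 to 1802 at E13.5, 1146 to 1291 at P7 and 2796 to 3817 for the change. The fixed list gave 76 to 78 calls and the gene sets 89 to 96.

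The share of calls higher in the first-named group moved with the scaling. For region at P7 it was 34.3% as deposited, 46.6% with TMM, 49.9% with median ratios, 46.4% with quantiles and 51.4% with GC content and length regressed out. For age in brain it was 39.7%, 49.1%, 49.4%, 50.1% and 50.4%. For the change it was 40.8%, 54.9%, 65.1%, 54.7% and 63.9%. With median ratios the share fell from 48.2% to 41.6% for age in spinal cord and from 40.6% to 32.3% for region at E13.5. TMM left both of these unchanged. With TMM the share rose from 29.9% to 37.0% for region over both ages and from 43.1% to 47.2% for age over both regions. The change of the region difference had a majority of falls as deposited and of rises under each of the other settings listed for it. The direction of its majority therefore depends on the scaling and is not settled by these data.

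The first component held 69.6% with a pseudocount of 0.1 and 71.2% with all tested genes, and 76.0% to 79.4% over the fits that each left out a library. The second held 22.6% with a pseudocount of 0.1, 12.5% with 1, 11.95% with all tested genes, and 13.97% to 16.93% over those fits. The regional distance at E13.5 was 0.79 with a pseudocount of 0.1, 0.29 as a median absolute difference, and 0.60 to 0.70 over those fits. At P7 it was 0.72 with a pseudocount of 0.1, 0.53 with 1, 0.54 after quantile normalization (0.65 at E13.5), 0.28 as a median absolute difference, and 0.58 to 0.62 over those fits. The cause was not tested.

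With the replicate block and GC content and length regressed out, the counts were 5188, 4713, 6099, 710, 1529, 1179 and 2747.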

Other observations

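The Xist and Y-linked values come from the permutation test of set scores, on sets fixed before the data were examined. The other tests in this part were chosen after the results were seen, except the spread after thinning, whose limits were set before it was computed.

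Recovered reads ranged from 12566345 to 38790312 per library and numbered 290.0 M over all libraries. The total is lower than the one quoted from the study above, and all libraries but the deepest lie below the quoted range. The study's numbers are of reads generated, whereas recovered reads are only those counted in genes. Whether each mate of a read pair was counted is not stated. The measures are therefore unlike, and the gap does not show that reads are missing.

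E13.5 spinal cord replicate 3 deviated from its group with an SD of 0.44 (log2), where read sampling gives 0.18. Replicates 1 and 2 exceeded read sampling in a similar ratio (0.27 against 0.11 and 0.24 against 0.09), so this does not bear on depth. With every library thinned to the same scaled size its SD was 0.44, against 0.30 and 0.28 for replicates 1 and 2, so fewer usable reads do not account for its larger spread. The annotated 5.8S ribosomal gene n-R5-8s1 was at 853 CPM, 9.56 times the highest other library, and Gm42418, which overlaps the ribosomal RNA annotation CT010467.1 on the opposite strand, held 31.1% of reads. The deviations of replicate 3 also correlated with GC content across genes (rho 0.33, genes not being independent replicates). Those of replicates 1 and 2 had a rho of -0.33 and -0.23. Deviations from a shared group mean mirror each other, so the correlation does not single out replicate 3. Ribosomal RNA left in the library and a GC effect both remain, and may be the same event. No biological explanation was tested.

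P7 replicates 1 and 2 lay closer to each other than to replicate 3 in both regions. The lowest share of genes differing by chi-square was 9.92%, so they do not look like 1 library given under both numbers. Ttr in spinal cord differed by 0.33% between replicates 1 and 2, and their mean was 388 times replicate 3. A shared cell pool behind replicates 1 and 2 is a candidate explanation, which the titles do not state.

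Ttr varied between replicates of a group. Of 10 choroid plexus genes listed before this test, 10 were higher in P7 brain replicate 3 than in the mean of replicates 1 and 2, with a median of 0.76 (log2), above all of 10000 random lists matched on mean expression. In P7 spinal cord 7 of 10 were lower in replicate 3, with a median of -0.36, and 0.09% of random lists were lower. The exact binomial p of these counts was 0.00195 in brain and 0.344 in spinal cord. These values describe single libraries, and genes of a list are not independent. The presence of choroid plexus cells in some pools is a candidate explanation, since the 10 genes moved with Ttr in brain. The count of 7 of 10 in spinal cord is weaker support.

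Replication-dependent histone genes were higher in E13.5 replicate 3 of brain (by 0.70 above the group mean, log2) and spinal cord (by 2.11). The cell division set deviated by at most 0.10, so more dividing cells are not a likely source. Short noncoding RNA deviated upwards by 0.26 and 0.10, the smaller being 0.103, just over the limit of 0.1 that the test used. Ribosomal protein genes, whose transcripts carry poly(A) tails, deviated by 0.26 and 0.69 in the same libraries, as much as short noncoding RNA or more. This goes against a cause limited to RNA without a poly(A) tail. Across genes, deviations fell with gene length in both libraries (rho -0.25 and -0.25, the most negative of the 12, genes not being independent replicates). Recovery of short RNA differing between preparations is a candidate explanation that remains.

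Of 16 genes that were under 1 CPM in the other 5 E13.5 libraries and above 50 CPM in a P7 group, 14 were raised in E13.5 brain replicate 3, at 0.24% of their P7 spinal cord level. The selection leaves that library free. With each of the other 5 libraries left free in the same way, at most 6 of 12 genes were raised, and the share of the P7 spinal cord level was at most 0.047%. Across genes the excess correlated with the P7 spinal cord level (rho 0.67, permutation p 0.0052) and with the P7 brain level (rho 0.51). Carry-over of P7 spinal cord material or reads is a candidate explanation, and carry-over from P7 brain cannot be told apart.

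Hox genes of posterior groups were present in E13.5 brain replicate 1. Groups 9 and up had a median of 1.94% of their E13.5 spinal cord level, and 0% in replicates 2 and 3. Genes of groups up to 4 had a median of 2.01% in replicate 3, 0.73% in replicate 1 and 0% in replicate 2. In groups 5 to 9 of replicate 1, the median Hoxb share was 19.8% of that of the other clusters (0.32% of 5 genes against 1.61% of 10 genes). Carry-over of whole E13.5 spinal cord material would not give this. Outside those groups Hoxb4 was at 1.96%. In P7 spinal cord Hoxb9 and Hoxb6 were at 0.64 and 6.85 CPM, against 38.2 for Hoxa9 and 26.8 for Hoxa7. For P7 spinal cord, genes under 1 CPM in the other 5 E13.5 libraries and above 50 CPM in a P7 group were examined. In replicate 1, 3 of 11 such genes were raised, with a share of -0.018% of their P7 spinal cord level. Hoxa9 was at 1.045 CPM in that library. These values argue against carry-over of whole P7 spinal cord material into replicate 1. The source was not identified.

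Xist was lower at P7 by 2.08 (log2, exact permutation p 0.005, 0.0139 adjusted over 50 tests, the smallest the splits allow). The Y-linked score changed by 0.31 (exact permutation p 0.485), so fewer female animals in the P7 pools can neither be shown nor excluded.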
